A study of Homo sapiens with 6 samples. Its data were reported in "MyoD is essential in rhabdomyosarcoma by promoting survival through differentiation and CYLD" (2025).

How the data were processed

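RH30-SR cells and RH30-SR MyoDΔ cells were each cultured in triplicate, and total RNA was isolated with TRIzol, per the labels. RNA was hybridised to Affymetrix Human Transcriptome arrays, which have 1 colour. The labels do not say whether the control cells had received Cas9 or a guide RNA. The MyoDΔ arrays all came from 1 clone, number 29. The labels number the replicates of each group from 1 to 3 and do not say how the cultures were kept apart, so that p-values measure the spread between these arrays only and not that between clones. RH30 cells without the super-repressor were not analysed here. No scan date or other batch was given in the sources used here.

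The deposited values are log2 expression per transcript cluster, which the authors computed with RMA (background correction, quantile normalization between arrays and median polish). The submitters' processing notes name Affymetrix Expression Console and RMA, and the methods of the study name the RMA function of the oligo package for its own analysis; versions, the genome build and the annotation release were not given in the sources used here. Because quantile normalization forces the arrays to nearly the same distribution, a change shared by most transcripts would not be visible. The table held 65535 transcript clusters with 0 missing values, rounded to 2 decimals. Control probe sets were not among them. Numbering of the clusters on chromosome 22 skipped 537 numbers around 968 clusters, against 6 to 89 on each other chromosome, and clusters with the skipped numbers were not analysed here. A second table of the same arrays was not used here. The files give no background measure, so that no limit of detection was set, and levels near the bottom of the range were kept.

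Gene symbols came from the platform annotation, which can be old. Of the transcript clusters, 22758 carried 1 symbol, 1389 carried several and were left unnamed, and 41388 were unnamed here. Updating through gene identifiers to RefSeq (assembly GRCh38.p14) changed 0 symbols, and this reference was also used for the neighbour order of genes, without coordinates. A gene was represented by its transcript cluster with the highest mean over the 6 arrays. Of 22448 genes, 296 had more than 1 cluster; in 20 of these some but not all clusters were called, and 0 had clusters called in opposite directions. Probes can read near-identical paralogs or overlapping transcripts, and this was not tested. The place of the CRISPR edit of MYOD1 relative to its probes was not worked out here.

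Differential expression was computed with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the deposited log2 values of all 65535 transcript clusters, as RH30-SR MyoDΔ minus RH30-SR, with group as the only term. A gene was called at a two-sided Benjamini-Hochberg adjusted p below 0.05 and a fold change over 25%, the thresholds in the methods of the study. All adjusted p values of single genes are from this limma fit. Log2 fold changes are given with the moderated SE and group levels as mean ± SD over 3 arrays.

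Before the data were examined, 28 gene lists, the tests, their alternatives and the rule for naming genes were fixed. Of 645 entries in the lists 578 were measured, and MYLPF was read under its current symbol MYL11. Lists were tested with camera at a preset correlation of 0.01 on 1 cluster per gene, with Benjamini-Hochberg adjustment over the 28 lists, and beside it with an estimated correlation and with fry, which asks whether the members move on balance one way without comparing them with other genes. The lists covered muscle, DNA methylation, cell death, NF-κB, PAX3-FOXO1 targets, stemness, matrix, YAP-TEAD targets, cell cycle, p53, interferon, stress and immediate early genes, 7 lists of markers of other cell types, 2 lists of RNA quality, and 2 lists that the study drew up from these samples. The rule named MYOD1, the genes discussed in the text of the study, the 12 largest rises and 12 largest falls among called genes whose groups did not overlap and whose higher mean exceeded the median of all clusters (4.295), and up to 4 members of each list (up to 3 called members in the main direction and 1 in the other by size of change, or 2 by adjusted p where no member was called). Of 95 genes so named, 93 had a value. Y-linked genes and XIST were left out of the text. Tests of chromosomes, of parts of X and of the counts without X were not planned.

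The procedure was tested on simulated data, in which 200 of 65535 clusters were changed by known amounts in arrays simulated for this comparison. It recovered 32 of 67 clusters changed by 0.4 on the log2 scale (47.8%), 66 of 67 changed by 1 (98.5%) and 66 of 66 changed by 2, and 10 of 174 calls were false. Fewer clusters were changed than were called in the data (3094), so that the cut-off on the p value was stricter in the simulation. These shares need not hold for the data.

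The alternatives were quantile normalization, median centring and cyclic loess of the deposited values, omission of the lowest 30% of clusters, a fit on 1 cluster per named gene, eBayes with trend and robust (camera takes trend only), arrayWeights, the replicate number as a block, the mean of the clusters of a gene, other fold thresholds, limma's treat, and omission of each array in turn. Intervals on medians along X are 95% bootstrap intervals over genes, which are not independent. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.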

Results

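Gene expression was measured on 6 whole-transcriptome arrays of RH30 cells, an established line of fusion-positive (alveolar) rhabdomyosarcoma that carries the PAX3::FOXO1 fusion gene. All 6 arrays came from RH30-SR cells, which express the IκBα super-repressor, an inhibitor of NF-κB. In 3 of the arrays the cells were labelled as the control (RH30-SR), and in the other 3 they were a single clone in which MyoD had been deleted with CRISPR/Cas9 (RH30-SR MyoDΔ). The comparison asked which genes of these cells depend on MyoD, a transcription factor that commits cells to skeletal muscle, when NF-κB is blocked. Each array gave log2 RMA values for 65535 transcript clusters, from 0.91 to 13.82, and the medians of the arrays lay between 4.27 and 4.31. Across transcript clusters, which are not independent replicates, pairs of arrays of the same group correlated at 0.994 to 0.997 and pairs from different groups at 0.989 to 0.992. The low ends of both ranges came from RH30-SR replicate 2 (0.994 and 0.995 with its own group, 0.989 to 0.990 with the other); without it they were 0.996 and 0.992. The number of arrays limited the precision.

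MYOD1 itself was lower in MyoDΔ cells. Its transcript cluster (TC11000232.hg.1) read 9.09, 9.50 and 9.43 in the RH30-SR arrays and 6.95, 7.16 and 6.90 in the RH30-SR MyoDΔ arrays, a log2 fold change of -2.34 ± 0.12 (SE, n = 3 per group; limma adjusted p = 1.02e-04), or 5.05-fold lower. MYOG, which encodes myogenin and acts after MyoD in muscle differentiation, fell from 8.17 ± 0.29 to 5.47 ± 0.13 (SD, n = 3), a log2 change of -2.70 ± 0.14 (SE). MEF2C, a cofactor of the myogenic factors, changed by -1.40 ± 0.06. MYF5, another member of the MyoD family, rose instead, by 0.98 ± 0.08 on the log2 scale (adjusted p = 7.12e-04). MYF6 (0.00 ± 0.10, adjusted p = 0.989) and MEF2D (-0.13 ± 0.05, adjusted p = 0.231) did not pass the test. MYF6 lay below the median of all clusters (4.295) in both groups (3.90 in RH30-SR and 3.91 in RH30-SR MyoDΔ), so that a change could have been missed. Of the 19 measured genes in the list of myogenic transcription factors, 6 were lower, 2 were higher and 11 were not called, and the list as a whole was shifted down against all other genes (camera adjusted p = 0.00220). That call was lost with an estimated correlation between genes (adjusted p = 0.205). In that run the adjusted p also rose for lists whose estimated correlation lay below the preset. A lost call there is therefore not by itself evidence of correlation between genes.

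**Figure D1:**
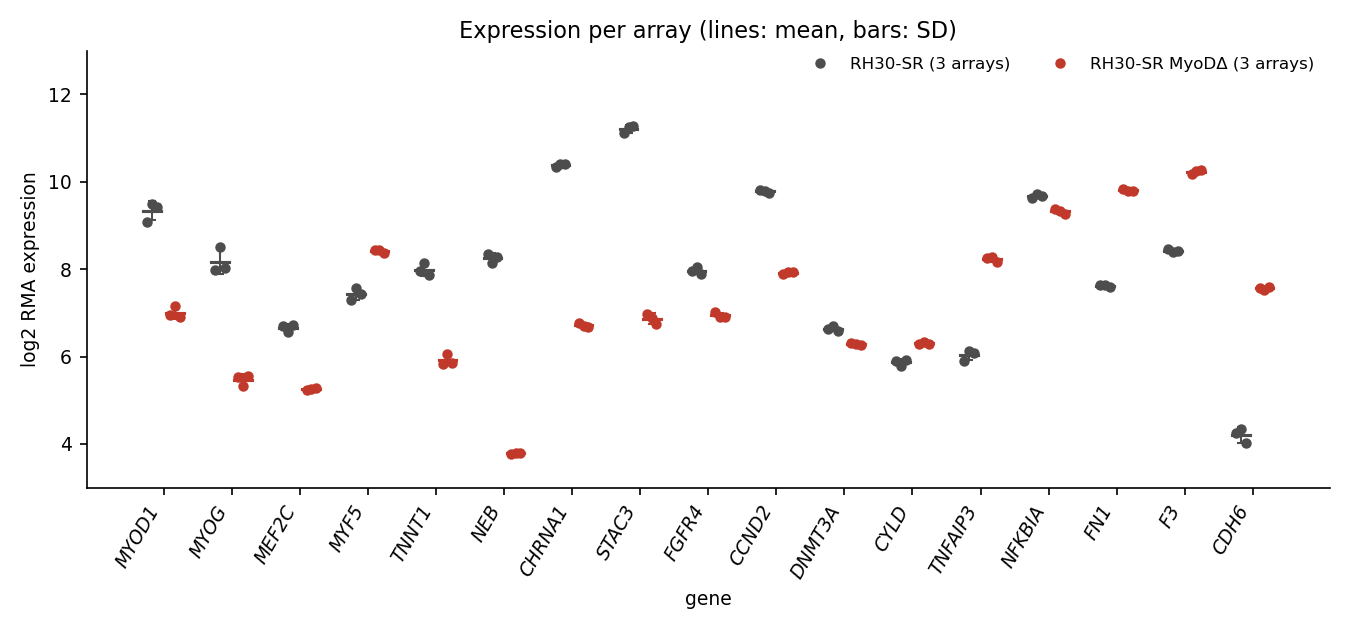
Expression of 17 named genes (x axis) in log2 RMA units (y axis) in the 3 RH30-SR arrays (grey) and the 3 RH30-SR MyoDΔ arrays (red); each point is an array, horizontal lines are means and bars are the SD. MYOD1 read 9.09 to 9.50 in RH30-SR and 6.90 to 7.16 in RH30-SR MyoDΔ, while MYF5, CYLD, TNFAIP3, FN1, F3 and CDH6 were higher in the latter.

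NEB, which encodes the thin-filament protein nebulin, had the largest decrease among the genes named by the rule (-4.47 ± 0.06, SE), followed by STAC3, which encodes a protein of excitation-contraction coupling (-4.35 ± 0.08). CHRNA1, which encodes a subunit of the muscle acetylcholine receptor, changed by -3.67 ± 0.05. TNNI1, the slow skeletal troponin I gene (-2.91), MSTN, the gene for the growth inhibitor myostatin (-2.90), and MUSK, a receptor kinase of the neuromuscular junction (-2.49), were also among the 12 largest falls, together with F13A1 (-2.88), GATM (-2.79), SULF1 (-2.52), COL14A1 (-2.50) and MYOG. IGLC7, an immunoglobulin constant-region gene, fell by 3.92 ± 0.25 on the log2 scale, with a wide spread in the MyoDΔ arrays (SD 0.556). The largest rises were those of CDH6, a cadherin (3.36 ± 0.09), and AMTN, which encodes an enamel matrix protein (3.19 ± 0.06). TNFAIP3 (2.20), PSG5 (2.19), FN1 (2.19), DNER (2.15), MYCT1 (1.83), KITLG (1.81), F3 (1.80), ARHGAP29 (1.79), DRAM1 (1.74) and DKK1 (1.66) made up the rest of the 12 largest rises. For each of these 24 genes every array of the higher group lay above every array of the other, which was part of the rule that picked them. For 7 of the 24, including CDH6, AMTN (2.78) and NEB (3.79), the lower group lay below the median of all clusters (4.295), and with no background measure the size and rank of these changes are uncertain.

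At an adjusted p below 0.05 and a fold change over 25%, 1573 of 22448 genes (7.01%) differed between the groups, of which 631 were higher and 942 (59.9%) were lower in MyoDΔ cells. Past 2-fold, 44 genes were higher and 133 were lower, and past 4-fold the numbers were 6 and 23. Counted as transcript clusters, including those without a gene name here, 3094 differed (1336 higher and 1758 lower). Without RH30-SR MyoDΔ replicate 2 the number of higher genes was 409, and without replicate 3 of that group 2031 transcript clusters were called. The share of lower genes was highest on the X chromosome, and with that chromosome left out, a count added after the data had been examined, 1454 genes differed (617 higher and 837 lower).

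Genes of the contractile apparatus and of the muscle membrane were shifted down in MyoDΔ cells. Among 47 measured sarcomere and contractile genes, 14 were lower, 1 was higher and 32 were not called. NEB and TNNI1 were followed by XIRP1, an actin-binding protein of striated muscle (-2.31 ± 0.09, SE), and TNNT1, the slow skeletal troponin T gene, read -2.07 ± 0.09. MYPN, which encodes the sarcomeric protein myopalladin, was the member that rose (0.72 ± 0.06). MYH3, the embryonic myosin heavy chain gene, did not pass the test (-0.10 ± 0.05, adjusted p = 0.394). Of 33 measured genes for the muscle membrane, cell fusion and calcium handling, 16 were lower and 17 were not called. These included STAC3, CHRNA1 and MUSK, and MYMK, the fusion protein myomaker, was lower by a smaller margin (-0.47 ± 0.07, adjusted p = 0.00768). Both lists passed the camera test (adjusted p = 2.74e-08 for the sarcomere list and 1.82e-14 for the membrane list), and neither passed it with an estimated correlation (adjusted p = 0.103 and 0.191). For each of the 28 lists tested, the number of called members adjusted over the list alone equalled the number over all genes.

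Target genes of the PAX3-FOXO1 fusion protein were also shifted down. Of 18 measured targets, 7 were lower, 1 was higher and 10 were not called (camera adjusted p = 0.00324). With an estimated correlation the adjusted p was 0.362. RASSF4 changed by -1.93 ± 0.06 (SE), PIPOX by -1.15 ± 0.06 and FGFR4, a receptor tyrosine kinase of myogenic cells, by -1.02 ± 0.06, whereas MET, the hepatocyte growth factor receptor gene, rose by 0.46 ± 0.05. PAX3 itself, counted in the list of myogenic transcription factors, was higher (0.57 ± 0.05, limma adjusted p = 7.83e-04). Whether its probes read the fusion transcript was not tested. In the cell cycle list 6 of 31 measured genes were lower and 1 was higher. CCND2, which encodes cyclin D2, fell the most (-1.86 ± 0.05), and CCNE1 (-0.50) and E2F1 (-0.48) were lower. CDK6 was the member that rose, by 0.32 ± 0.06 (adjusted p = 0.0212), just past the fold threshold. Its call was lost without any 1 array other than RH30-SR replicate 1, with a fold below the threshold in 2 cases (0.28 without RH30-SR replicate 2 and 0.31 without RH30-SR MyoDΔ replicate 3) and an adjusted p of up to 0.0908. The fold also fell below the threshold after quantile normalization (0.31), median centring (0.32) and cyclic loess (0.29) and with arrayWeights (0.30), and the adjusted p was 0.0768 with the replicate number as a block. The list itself did not pass (adjusted p = 0.0616), but it did without RH30-SR replicate 2 (0.00466) or without RH30-SR MyoDΔ replicate 2 (0.0340).

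Target genes of YAP and TEAD, the transcriptional arm of the Hippo pathway, formed the 1 list not drawn from these samples that passed on the higher side. Of 23 measured members, 10 were higher, 1 was lower and 12 were not called, and the median log2 fold change of the list was 0.29 (camera adjusted p = 3.32e-08). The call did not hold with an estimated correlation (adjusted p = 0.141). F3, the tissue factor gene, rose from 8.42 ± 0.03 to 10.23 ± 0.05 (SD, n = 3), CRIM1 rose by 0.94 ± 0.06 (SE) and NT5E, an ecto-nucleotidase, by 0.80 ± 0.05. ANKRD1, a striated-muscle protein and YAP target, was the member that fell (-0.52 ± 0.07). F3 is also a member of both lists that the study drew up from these samples. GADD45A, which also rose, is a member of the list of death-related genes that the study picked for PCR. Extracellular matrix genes moved both ways, with 6 of 30 measured members higher, 6 lower and 18 not called. FN1, the fibronectin gene (2.19 ± 0.05), LOX, a collagen cross-linking enzyme (1.51 ± 0.06), and FBN1, the fibrillin gene (1.12 ± 0.05), rose, and LUM, the proteoglycan lumican, fell (-1.31 ± 0.14). LUM lay below the median of all clusters (4.295) in both groups (3.69 in RH30-SR and 2.38 in RH30-SR MyoDΔ), so that the size of its fall is uncertain. TNC, a lower member outside the naming rule, changed by -1.13 ± 0.05 at a mean level of 9.96. As a list the matrix genes did not pass (adjusted p = 0.737), and the sign of their median (-0.02) differed from that of their mean (0.06) and of the test.

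**Figure D2:**
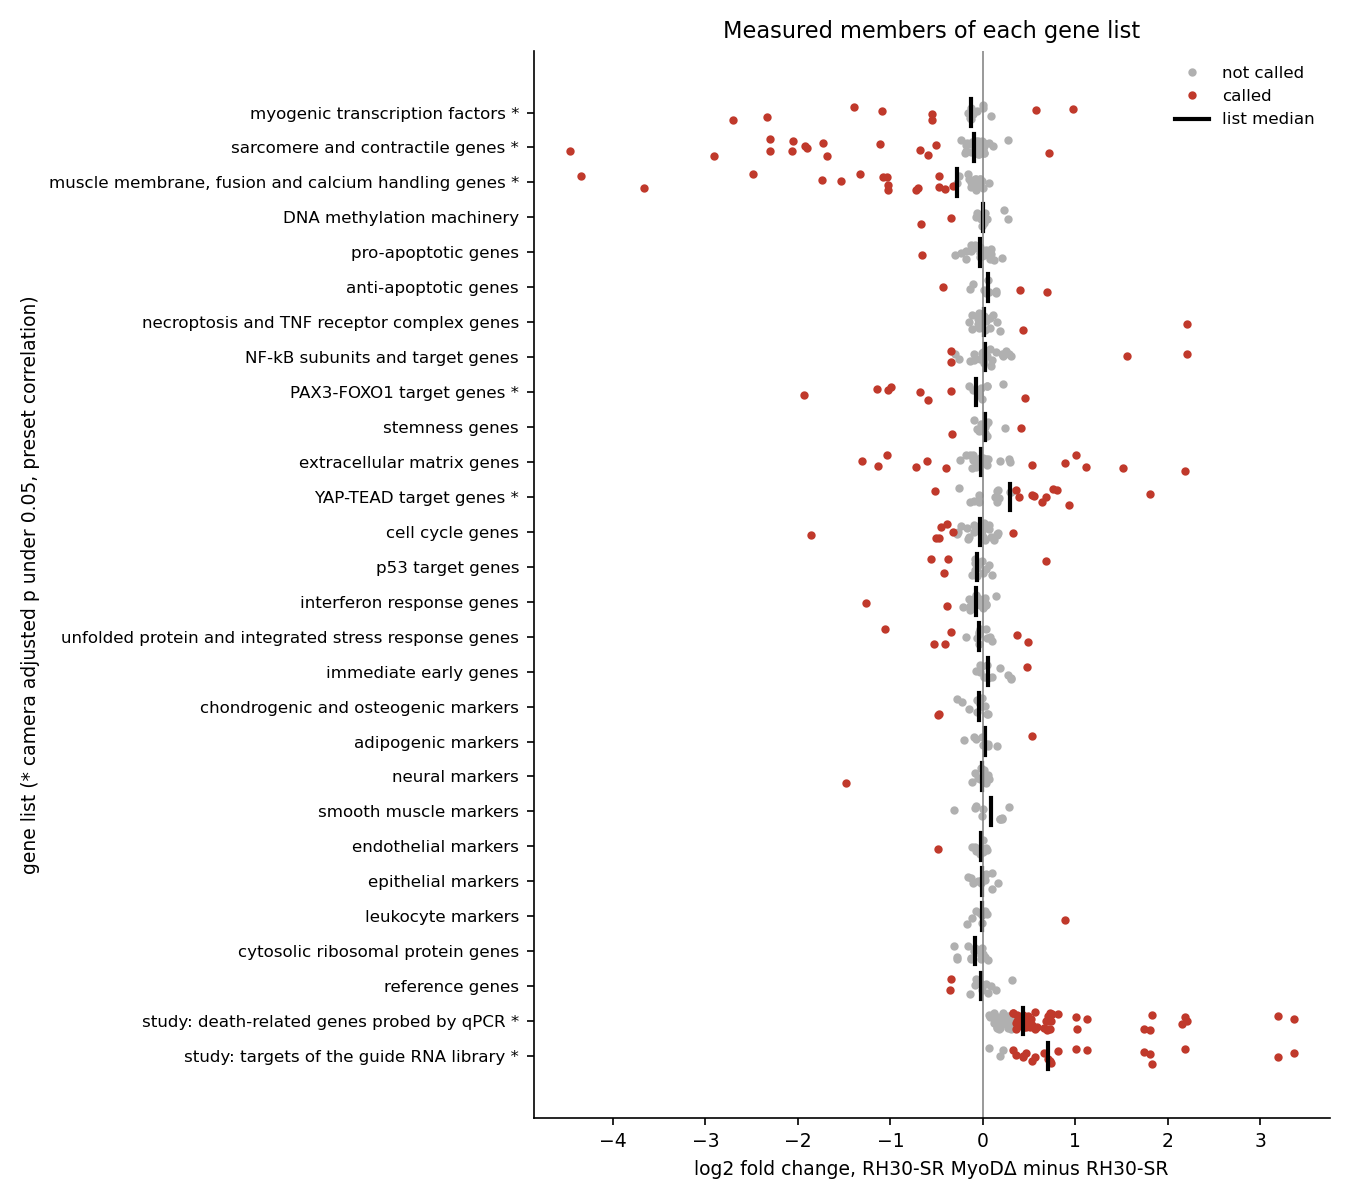
Log2 fold change, RH30-SR MyoDΔ minus RH30-SR (x axis), of the measured members of the 28 gene lists (y axis); red points passed both thresholds, grey points did not, and black bars are list medians. An asterisk marks the 7 lists with a camera adjusted p below 0.05 at the preset correlation, among them both lists chosen by the study from these samples.

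The study linked MyoD to DNA methyltransferases and to CYLD, a deubiquitinase that acts in TNF receptor signalling. DNMT3A was lower in MyoDΔ cells, 6.29 ± 0.02 against 6.63 ± 0.06 (SD, n = 3), with a log2 fold change of -0.35 ± 0.05 (SE, adjusted p = 0.0101). This was close to the fold threshold, and the call was lost without RH30-SR replicate 2 (-0.32), without RH30-SR MyoDΔ replicate 3 (adjusted p = 0.0524) and after quantile normalization (-0.31). DNMT1, the maintenance methyltransferase (0.03 ± 0.05, adjusted p = 0.828), and DNMT3B (0.02 ± 0.05, adjusted p = 0.917) did not pass the test. By PCR the study reported lower DNMT1 and DNMT3A mRNA and no change of DNMT3B, in RH30 MyoDΔ cells named without the super-repressor. It also reported regulation of DNMTs at the protein level, with blots of RH30-SR cells. The PCR cells and method thus differ from those of the arrays. On the arrays UHRF1, which recruits DNMT1 to replicated DNA, was lower (-0.67 ± 0.06, adjusted p = 8.10e-04). UHRF1 and DNMT3A were the 2 called members among 13 measured genes of the DNA methylation machinery, and the list did not pass (adjusted p = 0.792). CYLD was higher, 6.31 ± 0.03 against 5.87 ± 0.07 (SD, n = 3), a rise of 0.44 ± 0.06 (SE, adjusted p = 0.00557), or 1.35-fold. That is below the rise that the study gave as a criterion for choosing death genes for PCR, CYLD among them.

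Genes related to cell death that the study had picked for PCR were higher as a group. The list tested held 79 symbols, more than the text of the study gives. Of 70 measured members, 44 were higher and 26 were not called, with a median log2 fold change of 0.43 (camera adjusted p = 2.69e-43). Among the targets of the guide RNA library, 20 of 23 measured genes were higher, with a median of 0.70 (adjusted p = 1.86e-27). Both lists kept their call with an estimated correlation (adjusted p = 0.00442 for each). They were chosen from these same samples, so that their direction, including the counts adjusted over the list alone, is not independent evidence. CDH6, AMTN, TNFAIP3 and FN1 had the largest rises in the PCR list, and CDH6, AMTN and FN1 among the library targets.

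In the lists of apoptosis genes that were not drawn from these samples, 1 of 27 pro-apoptotic and 3 of 11 anti-apoptotic genes were called, against 7.01% of all genes. Among 27 measured pro-apoptotic genes, BCL2L11, which encodes the BH3-only protein BIM, was the 1 called member, and it was lower (-0.65 ± 0.06, SE, adjusted p = 8.97e-04). Among 11 anti-apoptotic genes, BIRC2 (0.69 ± 0.07) and BIRC6 (0.40 ± 0.06, adjusted p = 0.0130) were higher and BCL2L1, the gene for BCL-XL, was lower (-0.43 ± 0.05). The call of BIRC6 was lost without any 1 of the RH30-SR MyoDΔ arrays (adjusted p = 0.0531 to 0.0576). Neither list passed (adjusted p = 0.410 and 0.275). Of 19 measured genes of necroptosis and the TNF receptor complex, TNFAIP3, the gene for the ubiquitin-editing enzyme A20, and CYLD were higher and 17 were not called (list adjusted p = 0.295). RIPK3, a kinase of necroptosis, did not pass the test (-0.05 ± 0.05, adjusted p = 0.663). Its level was just above the median of all clusters (4.38 in RH30-SR and 4.33 in RH30-SR MyoDΔ, against 4.295). RIPK1 and BIRC3 were not analysed here. BIRC2, TNFAIP3 and CYLD are also in the PCR list that the study drew up from these samples. Their rises here are therefore not independent evidence.

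NF-κB target genes gave a mixed picture. TNFAIP3 rose by 2.20 ± 0.07 (SE) and CCL20, a chemokine gene, by 1.55 ± 0.08, while NFKBIA, which encodes IκBα, was lower (-0.35 ± 0.05, adjusted p = 0.0127). Whether the probes of NFKBIA also read the transgene of the super-repressor was not tested. Of 28 measured NF-κB subunits and targets, 2 were higher, 2 were lower and 24 were not called (camera adjusted p = 0.0664). The list passed without RH30-SR replicate 2 (adjusted p = 0.0298), and the call of NFKBIA was lost without RH30-SR replicate 3 or RH30-SR MyoDΔ replicates 2 or 3 (adjusted p = 0.0527 to 0.0559). RELA, the p65 subunit (0.22 ± 0.06, adjusted p = 0.0889), and TNF (0.15 ± 0.13, adjusted p = 0.640) did not pass the test.

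In the list of stemness genes 2 of 14 measured members were called, MYC as higher (0.42 ± 0.07, SE, adjusted p = 0.0150) and ZEB1 as lower (-0.33 ± 0.07, adjusted p = 0.0358). MYC lost its call without RH30-SR replicate 3 or RH30-SR MyoDΔ replicates 1 or 2 (adjusted p = 0.0566 to 0.0682), and ZEB1 without any 1 array other than RH30-SR replicate 2 (0.102 to 0.118). CDH2, the N-cadherin gene, had an adjusted p of 0.0428 but stayed below the fold threshold (0.24 ± 0.05). FOXA1 (0.02 ± 0.05), FOXA3 (0.03 ± 0.14) and HES1 (-0.03 ± 0.05) did not pass the test. The list as a whole did not pass either (adjusted p = 0.565).

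Marker lists of other lineages held at most 2 called genes each, and none of these 7 lists passed the camera test. The lists were short (9 to 15 measured members), and 7.01% of all genes were called. SOX9 (-0.48 ± 0.06, SE) and RUNX2 (-0.47 ± 0.05), transcription factors of cartilage and bone, were lower among 15 chondrogenic and osteogenic markers (list adjusted p = 0.0620, and 0.0358 without RH30-SR replicate 3). NCAM1, a neural marker that myoblasts also express, was the 1 called gene of 12 neural markers (-1.48 ± 0.05; list adjusted p = 0.462). PPARG, also in both lists of the study, was higher among 10 adipogenic markers (0.53 ± 0.05; 0.474). CD68 was higher among 9 leukocyte markers (0.89 ± 0.06; 0.787) and PECAM1 lower among 10 endothelial markers (-0.48 ± 0.10; 0.410), but PECAM1 lost its call without any 1 array except RH30-SR MyoDΔ replicate 3 (adjusted p = 0.0661 to 0.128). In both groups PPARG (3.23 in RH30-SR and 3.76 in RH30-SR MyoDΔ) and PECAM1 (4.05 and 3.57) lay below the median of all clusters (4.295). For the leukocyte and epithelial markers the median had the opposite sign of the mean or the test. With limma, 0 of 10 smooth muscle markers and 0 of 12 epithelial markers were called (list adjusted p = 0.373 and 0.903). At an unadjusted p below 0.05 and any fold, 6 and 3 of them passed. MYOCD (0.28 ± 0.06) and SYNPO2 (-0.31 ± 0.06) had adjusted p values of 0.0321 and 0.0324 below the fold threshold, which SYNPO2 passed without RH30-SR replicate 3 (-0.35, adjusted p = 0.0467). CLDN4 (-0.16, adjusted p = 0.109) and KRT8 (0.17, 0.174) were the epithelial markers with the smallest adjusted p.

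As measures of RNA quality, ribosomal protein genes and common reference genes were examined. With limma, 0 of 15 measured ribosomal protein genes were called, and 4 had an unadjusted p below 0.05 at any fold. Their median log2 fold change was -0.09 (list adjusted p = 0.0664, and 0.00966 without RH30-SR MyoDΔ replicate 1), with RPL18 at -0.28 ± 0.06 (SE, adjusted p = 0.0352) and RPS9 at -0.28 ± 0.06 (0.0399). RPS9 passed the fold threshold without RH30-SR MyoDΔ replicate 1 (-0.33, adjusted p = 0.0422). After quantile normalization and cyclic loess the ribosomal list passed (adjusted p = 0.0267 and 0.0151). Of 12 reference genes, GUSB (-0.35 ± 0.06, adjusted p = 0.0210) and PGK1 (-0.35 ± 0.05, adjusted p = 0.0101), which lies on the X chromosome, were lower and 10 were not called (list adjusted p = 0.676). GUSB lost its call without any 1 array other than RH30-SR replicate 1 (-0.31 without RH30-SR replicate 2, otherwise adjusted p up to 0.0888), and PGK1 without RH30-SR MyoDΔ replicates 2 or 3 (0.0508 and 0.0530).

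A pattern by chromosome was noticed in the data and then measured. On the X chromosome 105 of 791 genes (13.3%) were lower and 14 were higher, whereas the share of lower genes was 2.63% to 6.31% on the 22 autosomes. Among genes above the median level, the median log2 fold change was -0.118 for 460 X genes and -0.0133 for autosomal genes, and the medians of single autosomes ran from -0.0467 (chromosome 16) to 0.05 (chromosome 13). In a camera test over 23 chromosomes, X (adjusted p = 1.79e-04) and chromosome 16 (0.0346) passed, both downward, and neither passed with an estimated correlation (adjusted p = 0.125 and 0.646). In neighbour order along X, the medians of 4 parts of 115 genes each were -0.197, -0.19, -0.123 and -0.03.

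**Figure D3:**
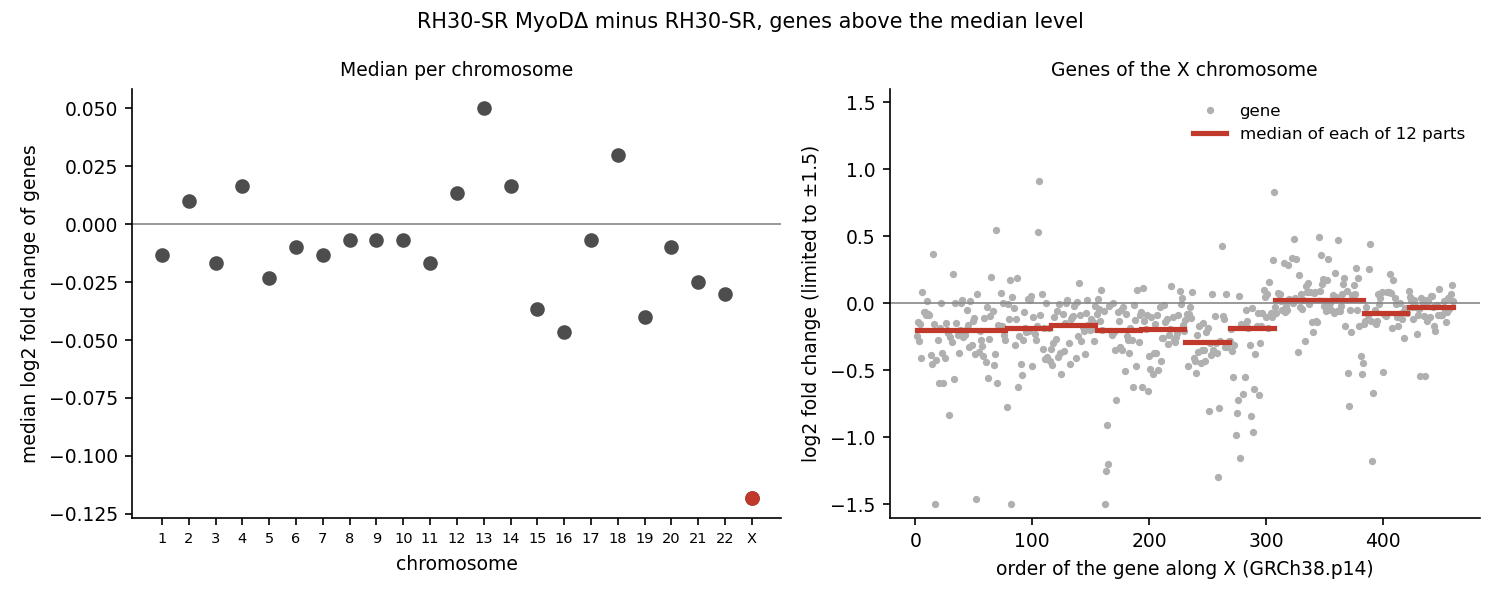
Left, median log2 fold change (RH30-SR MyoDΔ minus RH30-SR, y axis) of the genes above the median level on each chromosome (x axis), with X in red. Right, log2 fold change of each of the 460 X genes above the median level in neighbour order (x axis), 3 of them drawn at the limit of the axis; red bars are medians of 12 consecutive parts, of which the first 8 lay between -0.287 and -0.163 and the last 4 between -0.07 and 0.0283.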

Values the study reported

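Between RH30-SR and RH30-SR MyoDΔ cells the study counted 2,474 differentially expressed genes at a fold change above 25% and an FDR below 0.05. It gave 1,358 of these as downregulated and 1,116 as upregulated. Among the upregulated genes the study listed 160 death genes, and 123 of the 160 (77%) had CpG islands. Most of all upregulated genes had them too, and the study gave that share as somewhat lower. It probed 77 genes related to death by PCR, which left 25 with a rise of more than 1.5-fold.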

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

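The chromosome X count was chosen after the data had been examined; the other alternatives here were fixed before. MYOD1 kept its direction and call under 15 alternatives (-2.46 to -2.26 on the log2 scale, adjusted p = 1.33e-05 to 0.00134). Of 1287 comparisons over 92 other named genes, 1223 kept the call, 62 lost it (13 genes), 2 gained it and 0 changed sign. Arrays left out 1 at a time gave 1110 to 1376 changed genes, 409 to 526 higher, 674 to 851 lower and 7 to 10 lists. The share of lower genes was 56.1% to 62.4% under the 3 scalings.

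By construction, other thresholds moved the counts: 951 higher genes with no fold threshold, 514 genes (154 higher, 360 lower) past 1.5-fold, 177 (44 and 133) past 2-fold, and 398 (118 and 280) with treat. For the lists below, the cause was not tested. The number of passing lists was 11 after quantile normalization, 11 with arrayWeights, 2 with an estimated correlation and 18 with fry. With an estimated correlation the adjusted p was 0.205 for myogenic factors, 0.103 for the sarcomere, 0.191 for the muscle membrane, 0.362 for PAX3-FOXO1 and 0.141 for YAP-TEAD targets.

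Lists that did not pass as reported passed in these settings (adjusted p). The cell cycle list did at 0.0132 (quantile), 0.00449 (loess), 0.0163 (arrayWeights) and 0.00187 (fry), and immediate early genes at 0.0441 (quantile), 0.0491 (trend), 0.0181 (arrayWeights) and 0.0406 (block). Chondrogenic and osteogenic markers did at 0.0444 (quantile), 0.0463 (lowest 30% omitted) and 0.0117 (fry), and ribosomal genes at 0.0267 (quantile), 0.0151 (loess) and 0.0430 (arrayWeights). The NF-κB list did at 0.0482 (lowest 30% omitted), 0.0430 (arrayWeights) and 0.0117 (fry), and interferon genes at 0.0475 (lowest 30% omitted) and 0.00411 (fry). With fry alone, pro-apoptotic (0.0162), anti-apoptotic (0.0117), necroptosis (1.31e-04), matrix (0.0117), p53 (0.0222), stress response (0.0162) and neural (0.00185) lists passed.

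Without 1 array the adjusted p ran from 0.0298 to 0.132 for NF-κB, 0.00466 to 0.211 for cell cycle, 0.0102 to 0.245 for immediate early, 0.0358 to 0.104 for chondrogenic and osteogenic, and 0.00966 to 0.268 for ribosomal genes. Directions turned, always far from the threshold, for DNA methylation (0.906 after quantile normalization, 0.876 without RH30-SR MyoDΔ replicate 3; 0.633 to 0.888 over arrays), leukocyte (0.980 without RH30-SR replicate 3; 0.637 to 0.980) and epithelial genes (0.235 with fry).

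The replicate numbers did not pair the arrays (correlations of same-number deviations -0.0492 to 0.0335; 0 arrays closest to their own number). With the replicate block, 1165 genes were called (439 higher, 726 lower), 1153 of them among the 1573, and ZEB1, NFKBIA, CDK6, PHLDA3, IFIT2, PECAM1, GUSB and PGK1 lost their calls (adjusted p = 0.0518 to 0.101). Without X genes the count was 1454 (617 and 837). The planned run on a second deposited table was not made, because all 393210 of its values, matched by cluster and by column position, equalled those used here. A change of 0.4 was recovered in 47.8% of simulated cases. The simulation changed 200 clusters, fewer than the 3094 called in the data, and so had a stricter cut-off on the p value. How often small changes were missed in the data is therefore not known. Signal over background was not measured.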

Other observations

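Of the tests in this part, the count of other NF-κB targets, the test of 12 parts of X, the intervals on the X values, the autosomal blocks, the share of X genes that must have moved and the draws of genes matched for level were chosen only after the results had been seen. The shift of X genes was itself noticed in the data before its tests were set.

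Lists of stress and signalling genes, also fixed beforehand, held 1 to 6 called members each, where 7.01% of all genes were called, and did not pass as lists. Among 17 measured p53 targets, ZMAT3 (-0.56 ± 0.06, SE), CDKN1A, the gene for the cell cycle inhibitor p21 (-0.42 ± 0.05), and PHLDA3 (-0.38 ± 0.06, adjusted p = 0.0171) were lower. GADD45A, a stress sensor that is also in the PCR list of the study, was higher (0.68 ± 0.05). The list adjusted p was 0.249. PHLDA3 was not called without RH30-SR replicate 2 (-0.32) or without any 1 of the RH30-SR MyoDΔ arrays (adjusted p = 0.0598 to 0.0730). IFI44 (-1.27 ± 0.08) and IFIT2 (-0.38 ± 0.07, adjusted p = 0.0224), genes induced by interferon, were lower among 21 measured members (list adjusted p = 0.0664). The call of IFIT2 was lost without replicates 2 or 3 of either group (adjusted p = 0.0619 to 0.0873).

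Of 16 measured genes of the unfolded protein and integrated stress responses, 4 were lower and 2 were higher (list adjusted p = 0.410). HERPUD1, which acts in degradation of proteins from the endoplasmic reticulum, fell from 9.27 ± 0.05 to 8.21 ± 0.03 (SD, n = 3), and the cystine transporter gene SLC7A11 (-0.53 ± 0.08, SE) and the serine synthesis gene PSAT1 (-0.41 ± 0.07, adjusted p = 0.0228) were lower. DDIT3, the gene for the stress-induced factor CHOP, was higher (0.49 ± 0.06) and is also in the PCR list of the study. PSAT1 lost its call without any 1 array other than RH30-SR replicate 1 (adjusted p = 0.0709 to 0.0856). DUSP1, a phosphatase gene, was the 1 called member of 13 immediate early genes (0.48 ± 0.08, adjusted p = 0.0197), and its call was lost without RH30-SR replicate 3 or RH30-SR MyoDΔ replicates 2 or 3 (0.0624 to 0.0817). The immediate early list had an adjusted p of 0.0546, and passed without RH30-SR replicates 2 (0.0102) or 3 (0.0488) and without RH30-SR MyoDΔ replicate 3 (0.0142).

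X genes above the median level had a median log2 fold change of -0.118, although 105 of all 791 X genes were called lower and the set did not pass with an estimated correlation (adjusted p = 0.125). The X median minus the autosomal median was -0.102 under quantile normalization and -0.113 under cyclic loess (95% intervals ending at -0.0779 or lower). Median centring cannot move this value. The deposited values had already been quantile normalized, so that scaling them again was a weak test and cannot decide by itself. Scaling that depends on level was argued against by 10000 sets of autosomal genes matched for level, which had medians of -0.0367 to 0.0167. A shift along the whole chromosome was argued against by the last 115 of its 460 genes, whose median of -0.03 (interval -0.0533 to 0) lay above that of the first 115 (-0.197, interval -0.237 to -0.157). A minority of regulated genes was left undecided by the share of X genes below 0 (75%). That share was 55.4% on autosomes and up to 68.8% on chromosome 16. The bound of 70% set beforehand took no account of the autosomal share, from which a fall of 44.0% of the X genes (interval 35.2% to 52.8%) would be enough. In neighbour order the share below 0 was 80.9%, 88.7%, 71.3% and 59.1% in the 4 parts of 115 genes, so that the pooled share mixes unlike parts. The share that must have moved was not computed for each part. A shift over 1 stretch of X, as loss of part of the chromosome would give, may account for the pattern but was left undecided. Along 12 parts there were 3 switches between medians below and not below the lowest autosome median (-0.0467). Those after the first rested on part 11 (-0.07). Of 363 autosomal blocks of similar size (38 genes), 69 (19.0%) also lay below that line, so that the count of switches cannot decide. The first 8 medians lay between -0.287 and -0.163 and the last 4 between -0.07 and 0.0283. The autosomal blocks ran from -0.13 to 0.165, and 0 of them lay as low as the first 8 parts. Whether such a change came with loss of MyoD or with the choice of clone cannot be told apart, because the arrays hold 1 clone; copy number was not measured.

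TNFAIP3 and CCL20 were higher while NFKBIA was lower, in cells whose NF-κB is blocked in both groups. Whether this was part of a broad release of NF-kB target genes was left undecided: with limma 0 of the 16 other list members above the median level were called higher, but the members called higher were known when this count was chosen, so it could take no other value. At any fold 3 of them were higher at the adjusted p and 5 at the unadjusted p, and their log2 fold changes ran from -0.34 to 0.30 with a median of 0.07. Control of TNFAIP3 and CCL20 by other factors, and reading of the transgene by the NFKBIA probes, stay open and were not tested. After TNF treatment, the study found no significant difference between RH30-SR MyoDΔ and RH30 cells in an NF-κB reporter or in target genes. These target genes included A20 (TNFAIP3), and the study concluded that the super-repressor keeps NF-κB inhibited. The arrays compared RH30-SR MyoDΔ with RH30-SR cells, so that the comparisons differ.

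The 6 arrays allow 10 splits into 3 and 3, too few for a share below 0.05. The real split gave 1573 genes and 7 lists, and the other splits gave 0 genes and 2 to 6 lists. Each of the other splits mixes arrays of both groups on each side. The difference between the groups then adds to their spread, which keeps calls few, and part of it remains between the sides. These counts therefore do not show how many calls would arise without such a difference. With limma at an unadjusted p below 0.05 and the fold threshold, the real split gave 1771 genes and the others 32 to 85.

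The number of changed genes here was 1573. That is lower than the value quoted from the study above. The number of higher genes here was 631. That is lower than the value quoted from the study above. Counted as transcript clusters, 3094 differed and 1336 were higher, and both are higher than those values. A further group of arrays entered the fit of the study and was not analysed here, and neither its effect nor that of the skipped cluster numbers was tested. The cause was not tested.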
